A study of Mus musculus with 24 samples.

How the data were processed

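The samples were 24 libraries of mouse LSK cells in 6 groups of 4, from the liver at postnatal day 0 (P0) and the bone marrow at day 28 (P28), grouped by age, genotype and time of MLL::ENL (ME) induction as the labels give them. Per the labels, RNA was extracted with a Qiagen RNeasy Plus kit and libraries were made with the Clontech SMARTer chemistry. The sorted population is LSK in the labels and lineage-negative KIT-positive progenitors in the design text. The values are raw read counts per Ensembl gene, deposited by the authors as 1 table with 24 count columns. The aligner, the counting tool, its strand setting, its handling of reads with several matches and the genome build are not stated. The table held 55774 entries for 55487 distinct Ensembl IDs. A total of 168 IDs occurred more than 1 time, with identical counts each time, and their 287 repeats were dropped. A GENCODE M21 gene on GRCm38 was found for 55141 IDs, from which coordinates were taken. Gene symbols were those of the deposited table.

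Genes were kept by the edgeR function filterByExpr with a minimum count of 10, leaving 23059 genes. Counts were scaled by TMM and fitted with the edgeR robust quasi-likelihood model on all 24 libraries with 1 mean per group, which left 18 residual degrees of freedom. The 9 comparisons were tested with the quasi-likelihood F-test, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Means and SDs are of TMM-normalised CPM, and log2 CPM values used a prior count of 2. The 9 gene lists (MLL-fusion targets, fetal stem cell, type I interferon, stem cell, myeloid, lymphoid, proliferation, hepatocyte and erythroid genes) were tested in the 9 comparisons with camera at a preset correlation of 0.01 and with fry, with adjustment over the 81 tests. A macrophage list was added after the named genes had been seen. Genes at or under 3 counts in every library of a group were treated as at that floor. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9.

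The comparisons, gene lists, tests, most alternatives and the rule for naming genes were chosen before the data were examined. By that rule the genes named in a comparison were the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05, a mean log2 CPM of at least 3 and groups that did not overlap. Predicted gene models, immunoglobulin and T-cell receptor genes and the sex markers Xist, Ddx3y, Eif2s3y, Kdm5d and Uty were left out, while other genes of the sex chromosomes were kept, and the interaction used no overlap condition. Kit, Ly6a, Kmt2a, Mllt1 and Kmt2c were named as checks, and at most 4 genes were named per list. For ME against WT at P0, 1 gene that the rule selects is not reported. Depth per library ran from 31233688 to 89774511 counts. In the smallest library 1 CPM stands for 31.2 reads before TMM scaling, and the floor of 3 counts covers counting error only, since reads copied by PCR are not independent molecules. The errors given are SDs over the 4 replicates or SEs from the model.

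Alternatives were RLE scaling factors, the DESeq2 Wald test, limma voom with quality weights, no filter on low counts, a filter of at least 10 counts in at least 12 libraries, a fit of only the groups compared, removal of these sex markers, a fit of the 20 numbered libraries with and without a replicate block, and leaving out each library in turn. Offsets for GC content and transcript length, plain library totals and a term for the P0 libraries numbered 1 were added after seeing the data. Where a comparison had more than 100 splits of its libraries, 100 were drawn. The procedure was tested on simulated data with 200 changed genes. It called 163 of these, 33 of the 67 changed 2-fold, 64 of the 67 changed 4-fold and each of the 66 changed 8-fold, with 6 of 22859 unchanged genes. In a simulated comparison without any changed gene, ME against WT at P0, it called 0 of 23059. These simulated data had the same spread in every group. With the spread of each group, it called a mean of 37 of 22859 unchanged genes in that comparison. The human transgene is not a feature of the mouse gene table, so its level was not analysed here.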

Results

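The data were raw read counts per Ensembl gene from 24 RNA-seq libraries of mouse LSK cells, in 6 groups of 4. At postnatal day 0 (P0), cells came from the liver of wild-type mice (P0 WT) and of mice with a Tet-off human MLL::ENL transgene (ME) induced in the embryo at E10.5 (P0 ME). At day 28 (P28), cells came from the bone marrow of wild-type mice (P28 WT), of mice with ME induced at E10.5 or at P0, and of a further group with ME induced at E10.5 that the labels call RLT Vav Txp without expanding the name. Library totals ran from 31233688 to 89774511 counts. They were 48577193 to 89774511 counts in P0 WT, 42968051 to 63088149 in P0 ME and 31233688 to 75945220 in P28 WT. At P28 they were 42994217 to 80393500 counts in E10.5-induced ME, 47962965 to 61331788 in P0-induced ME and 42572871 to 73483146 in the RLT Vav Txp group. In each library 22351 to 26710 genes had counts. Across the 10249 genes with a mean log2 CPM of at least 3, the leading principal component held 43.1% of the variance and the next one 15.2%. Spread between replicates was unequal, with an edgeR biological coefficient of variation of 102% in P0 WT, 82.5% in P0 ME, 73.0% in P28 WT, 33.6% in E10.5-induced ME at P28, 27.5% in P0-induced ME and 72.8% in the RLT Vav Txp group. Liver was sampled only at P0 and bone marrow only at P28, so age and tissue could not be separated, and the labels give no sequencing batch.

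Among the genes of the sorted population, Kit averaged 780.3 ± 536 CPM in P0 WT and 688 ± 72.1 CPM in P28 WT (SD, n = 4), and was not called in any of the 9 comparisons. Ly6a, which codes for Sca-1, averaged 139 ± 61.6 CPM in P0 WT and 296 ± 30.6 CPM in P28 WT (SD, n = 4). Ly6a was called only in the comparisons of P28 with P0, with a log2 fold change of 1.09 (SE 0.21, edgeR adjusted p = 0.00151) in WT and a log2 fold change of 1.30 (SE 0.21, edgeR adjusted p = 0.000149) in ME. Kmt2c, the gene for MLL3 in the study's title, averaged 31.1 ± 8.44 CPM in P0 WT, 37.6 ± 12.4 in P0 ME, 31.5 ± 4.75 in P28 WT, 40.5 ± 7.52 in E10.5-induced ME, 49.0 ± 5.55 in P0-induced ME and 26.1 ± 7.01 in the RLT Vav Txp group (SD, n = 4). Kmt2c was not called in any comparison, the P28 P0-induced contrast giving a log2 fold change of 0.64 (SE 0.24, edgeR adjusted p = 0.134). A gene is called here when its Benjamini-Hochberg adjusted p is under 0.05 over the 23059 genes tested.

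The endogenous mouse genes for the 2 partners of the fusion were examined next, since the human transgene was not a feature of the gene table. With coordinates from GENCODE M21 on GRCm38, Kmt2a (ENSMUSG00000002028, chromosome 9, 44803355 to 44881296) averaged 27.4 ± 8.64 CPM in P0 WT and 91.5 ± 10.9 CPM in P0 ME (SD, n = 4), with a log2 fold change of 1.74 (SE 0.18, edgeR adjusted p = 4.16e-06). The log2 fold change moved most with offsets for GC content and length among 12 alternatives, to 1.53 (edgeR adjusted p = 0.000586). The call was lost only when the groups compared were fitted alone (1.74, edgeR adjusted p = 0.0796), and DESeq2 gave the lowest adjusted p, 1.4e-18. At P28, Kmt2a averaged 41.7 ± 4.51 CPM in WT, 56.4 ± 2.12 in E10.5-induced ME, 97.9 ± 6.48 in P0-induced ME and 45.5 ± 5.87 in the RLT Vav Txp group (SD, n = 4). P0-induced ME against WT gave a log2 fold change of 1.23 (SE 0.17, edgeR adjusted p = 0.000873). E10.5-induced ME against WT gave a log2 fold change of 0.44 (SE 0.17, edgeR adjusted p = 0.0975). Its edgeR, DESeq2 or limma adjusted p ran from 0.00979 to 0.953 over 12 alternatives. With offsets for GC content and length, the E10.5 value was 0.03 (edgeR adjusted p = 0.953). The RLT Vav Txp group against WT gave a log2 fold change of 0.13 (SE 0.17, edgeR adjusted p = 0.836). This value was 0.03 without library 4 of that group and 0.19 without its library 3. The direct comparison of P0-induced with E10.5-induced ME gave a log2 fold change of 0.80 (SE 0.17, edgeR adjusted p = 0.102), and the adjusted p ran from 4.3e-07 to 0.24 over edgeR, DESeq2 and limma alternatives. Mllt1 (ENSMUSG00000024212, chromosome 17, 56892611 to 56935415) averaged 61.3 ± 29.6 CPM in P0 WT and 60.2 ± 12.8 in P0 ME, and at P28 72.5 ± 10.7 in WT, 136 ± 8.78 in E10.5-induced ME, 109 ± 11.1 in P0-induced ME and 67.01 ± 20.2 in the RLT Vav Txp group (SD, n = 4). Its P0 contrast was -0.03 on the log2 scale (SE 0.26, edgeR adjusted p = 0.979), and turned to 0.22 without P0 WT library 3. At P28, E10.5-induced ME against WT gave a log2 fold change of 0.91 (SE 0.26, edgeR adjusted p = 0.0253), and the call was lost in 6 of the 8 fits that each left out 1 library (0.82 without P28 WT 2). Over 12 alternatives its edgeR, DESeq2 or limma adjusted p ran from 4.33e-05 to 0.0887, and the call was also lost with plain library totals and without a filter on low counts. P0-induced ME against WT gave a log2 fold change of 0.58 (SE 0.26, edgeR adjusted p = 0.21), in a range of 0.00392 to 0.308. It was called when only the groups compared were fitted (edgeR) and with limma quality weights (adjusted p = 0.0057). The RLT Vav Txp contrast for Mllt1 was -0.11 (SE 0.26, edgeR adjusted p = 0.921), and -0.35 without library 1 of that group.

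**Figure D1:**
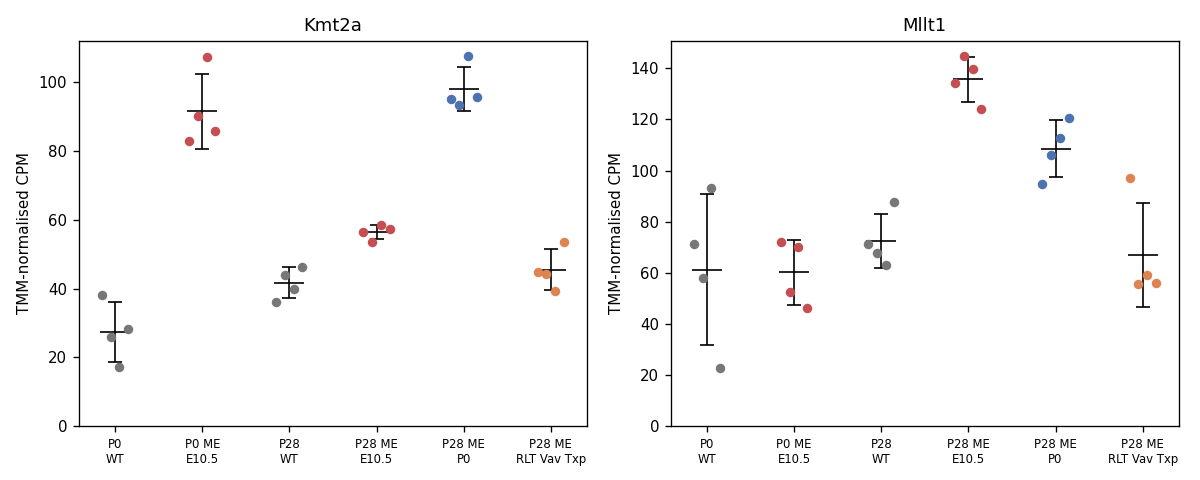
TMM-normalised CPM of Kmt2a and Mllt1 by group, with points for libraries, a bar for the mean and whiskers for the SD (n = 4). Kmt2a averaged 91.5 CPM in P0 ME and 97.9 CPM in P0-induced ME at P28, against 27.4 and 41.7 CPM in the WT groups of the same ages.

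The effect of ME at P0 was asked by comparing P0 ME with P0 WT. In total, 148 genes were called (84 higher, 64 lower in ME), of which 88 changed at least 2-fold, and 3251 had an unadjusted p under 0.05. Of the called genes 88.5% had groups that did not overlap, where chance gives 2.86% and the genes tested gave 3.74%. Calling picks genes whose groups lie apart in the same libraries, so the share of called genes is high by selection. Here and in the comparisons below, only the share of the genes tested can be set beside chance. The count ran from 5, when only the P0 groups were fitted, to 802 with DESeq2. It was 575 without P0 WT library 1, and 4 of the 35 splits of the 8 libraries, the real one included, gave as many genes. Under plain library totals the share of called genes higher in ME was 67.2% in place of 56.8%. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) rose from 12.1 ± 1.09 to 108 ± 35.5 CPM (SD, n = 4). Postn had a log2 fold change of 3.15 (SE 0.33, edgeR adjusted p = 4.85e-06). A rise was also called for Rhbdf1 (3.04, SE 0.47, adjusted p = 0.00136) by edgeR. Socs2 (ENSMUSG00000020027, chromosome 10, 95385362 to 95417180) fell from 71.1 ± 9.71 to 16.6 ± 5.94 CPM (SD, n = 4). Socs2 had a log2 fold change of -2.10 (SE 0.32, edgeR adjusted p = 0.00117). Falls were also called for Col18a1 (-2.01, SE 0.46, adjusted p = 0.0363) and Gata3 (-2.01, SE 0.31, adjusted p = 0.00132) by edgeR. Of these 5 genes only Postn was called under each of the 12 alternatives. With only the P0 groups fitted, the edgeR adjusted p was 0.309 for Rhbdf1, 0.0597 for Socs2, 0.641 for Col18a1 and 0.512 for Gata3. The alternatives for these genes, in that order, ran from 5.81e-09 to 0.309, 5.4e-08 to 0.0675, 0.000959 to 0.641 and 7.06e-08 to 0.512. The Col18a1 call was also lost without P0 WT library 3, P0 ME library 2 or P0 ME library 4, with an edgeR adjusted p up to 0.0881.

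The effect of E10.5 induction at P28 was asked by comparing E10.5-induced ME with P28 WT. Here 2827 genes were called (1804 higher, 1023 lower), 1127 of them with at least a 2-fold change, and 95.2% of them had groups that did not overlap (2.86% by chance, 28.2% of the genes tested). The median log2 fold change of all genes was -0.10, and it was -0.18 with RLE factors and -0.23 with plain library totals. The share of called genes higher in ME was 63.8%, against 52.2% with RLE factors and 33.3% with plain totals. Leaving out P28 WT library 2 gave 893 genes, and 5 of the 8 such fits fell by more than 1.5 times. Il9r (ENSMUSG00000020279, chromosome 11, 32187541 to 32200279) rose from 2.01 ± 1.40 to 36.1 ± 2.84 CPM (SD, n = 4). Il9r had a log2 fold change of 4.15 (SE 0.69, edgeR adjusted p = 0.00192). Pcdh7 (3.71, SE 0.38, adjusted p = 5.31e-06) and Chga (3.25, SE 0.58, adjusted p = 0.00226) also rose by edgeR. Mir99ahg (ENSMUSG00000090386, chromosome 16, 77236317 to 77773427) fell from 31.4 ± 7.83 to 3.55 ± 1.05 CPM (SD, n = 4). Mir99ahg had a log2 fold change of -3.14 (SE 0.37, edgeR adjusted p = 2.46e-05). Kcnq1ot1 (-2.90, SE 0.31, adjusted p = 6.17e-06) and Igll1 (-2.69, SE 0.80, adjusted p = 0.0318) fell by edgeR. Mir99ahg overlaps other genes and Kcnq1ot1 is annotated antisense to Kcnq1, and since the strand setting of the counts is not stated, reads of overlapping genes could not be set apart. The Igll1 call was lost in 6 of the 8 fits without 1 library, such as those without P28 WT library 1 or 2, with an edgeR adjusted p up to 0.11. It was also lost with limma quality weights (adjusted p = 0.13) and without a filter on low counts (0.0703), in a range of 0.000183 to 0.13 over the alternatives.

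Induction at P0 was compared with WT in the same way. Here 362 genes were called (114 higher, 248 lower), 172 of them with at least a 2-fold change, and 99.4% had groups that did not overlap (2.86% by chance, 24.8% of the genes tested). The share higher in ME was 31.5%, and 13.8% with RLE factors and 14.4% with plain totals. All 8 fits that left out 1 library moved this count by more than 1.5 times, from 7 genes without library 3 of P0-induced ME to 649 without P28 WT library 4. Fitting only these 2 groups gave 5196 genes. Supt6 (ENSMUSG00000002052, chromosome 11, 78206746 to 78245987) rose from 37.5 ± 7.50 to 98.3 ± 8.92 CPM (SD, n = 4). Supt6 had a log2 fold change of 1.39 (SE 0.36, edgeR adjusted p = 0.0499). Phf8 (ENSMUSG00000041229, chromosome X, 151520672 to 151633859) rose by 1.16 on the log2 scale (SE 0.29, edgeR adjusted p = 0.0468), and the Kmt2a rise of 1.23 was the other among the 3 largest. Malat1 (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672) fell from 583 ± 165 to 131 ± 25.1 CPM (SD, n = 4). Malat1 had a log2 fold change of -2.15 (SE 0.48, edgeR adjusted p = 0.0383). Mir99ahg (-2.58, SE 0.36, adjusted p = 0.000873) and Kcnq1ot1 (-2.15, SE 0.30, adjusted p = 0.000873) fell by edgeR as well. The calls of Supt6, Phf8 and Malat1 were each lost in 7 of the 8 fits without 1 library, all but the one without P28 WT library 4, with edgeR adjusted p values up to 0.205, 0.2 and 0.154. Without a filter on low counts, Supt6 (edgeR adjusted p = 0.118), Phf8 (0.0505) and Malat1 (0.0679) were not called, and their alternatives ran from 2.17e-05 to 0.118, 9.31e-05 to 0.0589 and 5.86e-06 to 0.0679.

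Calls of the 2 induction times were then set side by side. Of the 362 genes called after P0 induction, 337 (93.1%) were also called with the same sign after E10.5 induction. Requiring an adjusted p under 0.01 in both moved this share most among the settings other than leaving out libraries, to 88.9%, and it was 85.7% without library 3 of P0-induced ME. Across the 23059 genes, which are not independent replicates, Pearson's r of the 2 sets of log2 fold changes was 0.744, and it ran from 0.693 to 0.809 when 1 library was left out. The 2 comparisons share the P28 WT libraries. Shared controls gave a mean r of 0.508 (0.484 to 0.526) in 20 simulated draws without any effect and with equal spread between groups. In the data the biological coefficient of variation was 73.0% in P28 WT, against 33.6% in E10.5-induced and 27.5% in P0-induced ME. Noisier shared controls raise r without any effect, so these draws do not tell whether 0.744 exceeds what shared controls give. No gene was called in those draws, so they give no value to set beside the share of 93.1%. P0-induced ME was also compared directly with E10.5-induced ME. Here 11 genes were called (6 higher, 5 lower after P0 induction), 998 had an unadjusted p under 0.05, and each of the 11 had groups that did not overlap (2.86% by chance, 11.8% of the genes tested). The count was 4 without library 4 of P0-induced ME, 1147 when only these groups were fitted and 2333 with limma quality weights. Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034) rose from 4.42 ± 1.11 to 21.3 ± 2.06 CPM (SD, n = 4). Gata3 had a log2 fold change of 2.26 (SE 0.31, edgeR adjusted p = 0.0009). Pcdh7 (ENSMUSG00000029108, chromosome 5, 57717967 to 58133230) fell from 36.7 ± 10.2 to 2.34 ± 0.472 CPM (SD, n = 4). Pcdh7 had a log2 fold change of -3.97 (SE 0.39, edgeR adjusted p = 3.34e-06). Mmrn1 (1.92, SE 0.33, adjusted p = 0.0129) and Paqr5 (1.44, SE 0.24, adjusted p = 0.0103) were higher after P0 induction, while Tifab (-2.31, SE 0.27, adjusted p = 8.04e-05) and Ehd3 (-2.15, SE 0.35, adjusted p = 0.00738) were lower, by edgeR. Calls were lost for Mmrn1 in 6 of the 8 fits without 1 library, for Paqr5 in 4 and for Ehd3 in 2, such as the fit without library 4 of P0-induced ME, with edgeR adjusted p values up to 0.113, 0.105 and 0.0766. Mmrn1 also had an edgeR adjusted p of 0.0519 without a filter on low counts, in a range of 4.68e-08 to 0.0519.

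**Figure D2:**
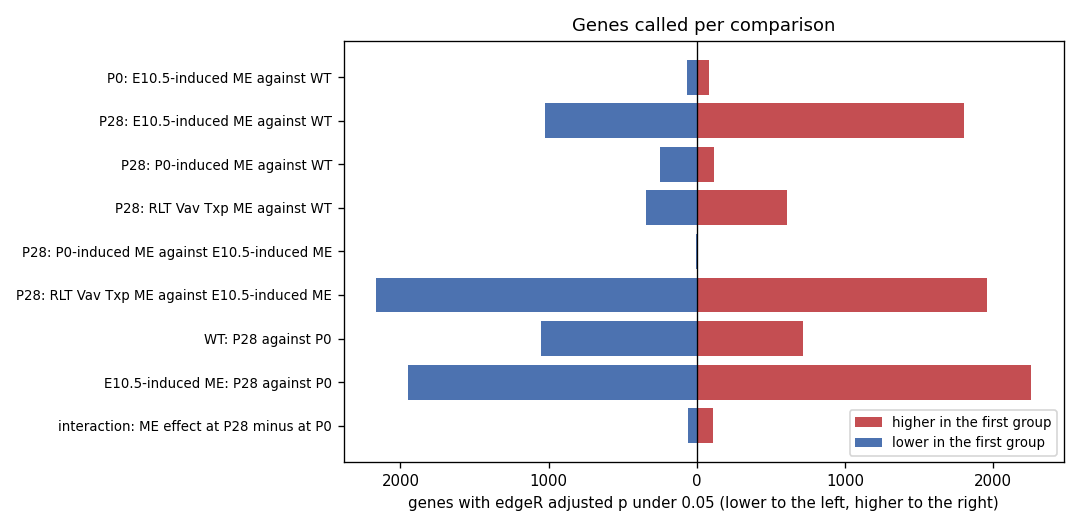
Numbers of genes called by edgeR in each of the 9 comparisons, with bars for genes higher and lower in the group named before the word against. The counts ran from 11 genes between the induction times at P28 to 4206 genes for P28 against P0 in ME.

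The RLT Vav Txp group was compared with P28 WT and with E10.5-induced ME at P28. Against WT, 950 genes were called (608 higher, 342 lower), 733 of them with at least a 2-fold change, and 91.9% had groups that did not overlap (2.86% by chance, 11.5% of the genes tested). DESeq2 moved this count most, to 1644, and the share higher was 53.3% with plain totals in place of 64.0%. Adgre1 (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527) rose from 1.33 ± 1.02 to 117 ± 63.9 CPM (SD, n = 4). Adgre1 had a log2 fold change of 6.45 (SE 1.14, edgeR adjusted p = 0.00204). C1qb (5.68, SE 1.01, adjusted p = 0.00213) and Lgals3 (5.68, SE 0.54, adjusted p = 1.13e-06) also rose by edgeR. Slc18a1 (ENSMUSG00000036330, chromosome 8, 69037711 to 69089235) fell from 25.7 ± 4.31 to 1.65 ± 2.28 CPM (SD, n = 4). Slc18a1 had a log2 fold change of -3.94 (SE 0.65, edgeR adjusted p = 0.000759). Postn (-3.84, SE 0.34, adjusted p = 1.92e-07) and Igf2bp3 (-3.51, SE 0.33, adjusted p = 3.07e-07) fell by edgeR. The Adgre1 call was lost with limma quality weights (adjusted p = 0.155, range 9.84e-11 to 0.155). Against E10.5-induced ME, 4122 genes were called (1959 higher, 2163 lower), 2034 of them with at least a 2-fold change, and 78.3% had groups that did not overlap (2.86% by chance, 25.7% of the genes tested). The median log2 fold change of all genes was 0.11, and 0.17 with RLE factors. This count fell to 2061 without library 4 of the RLT Vav Txp group, and 6 of the 8 such fits fell by more than 1.5 times. C1qa (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) rose from 1.67 ± 0.753 to 281 ± 153 CPM (SD, n = 4). C1qa had a log2 fold change of 7.37 (SE 1.09, edgeR adjusted p = 0.000263). C1qc (7.25, SE 1.17, adjusted p = 0.000541) and C1qb (6.99, SE 1.07, adjusted p = 0.000362) rose by edgeR. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) fell from 70.6 ± 24.8 to 2.56 ± 1.41 CPM (SD, n = 4). Postn had a log2 fold change of -4.78 (SE 0.36, edgeR adjusted p = 1.19e-08). Ndnf (-4.10, SE 0.52, adjusted p = 1.36e-05) and Chga (-3.87, SE 0.60, adjusted p = 0.000175) fell by edgeR.

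P28 was compared with P0 within WT and within E10.5-induced ME, a contrast of age and tissue together. In WT, 1771 genes were called (719 higher, 1052 lower at P28), 1137 of them with at least a 2-fold change, and 70.2% had groups that did not overlap (2.86% by chance, 9.27% of the genes tested). The count was 1137 without P28 WT library 1 and 481 when only the WT groups were fitted, and the share higher was 40.6%, or 56.8% with plain totals. Dntt (ENSMUSG00000025014, chromosome 19, 41029275 to 41059525) rose from 1.55 ± 0.949 to 262 ± 37.2 CPM (SD, n = 4). Dntt had a log2 fold change of 7.42 (SE 0.91, edgeR adjusted p = 5.42e-05). H2-Q7 (7.16, SE 0.59, adjusted p = 2e-07) and H2-Q6 (6.16, SE 0.62, adjusted p = 4.35e-06) rose by edgeR, a pair of near-identical genes whose reads could not be set apart because the handling of reads with several matches is not stated. Hdc (ENSMUSG00000027360, chromosome 2, 126593667 to 126619299) fell from 477 ± 495 to 5.18 ± 1.52 CPM (SD, n = 4). Hdc had a log2 fold change of -6.53 (SE 0.82, edgeR adjusted p = 6.41e-05). Cpa3 (-6.51, SE 1.05, adjusted p = 0.000806) and Slc4a1 (-6.35, SE 1.27, adjusted p = 0.00437) fell by edgeR, the latter without a call under limma quality weights (adjusted p = 0.164, range 5.03e-09 to 0.164). In ME, 4206 genes were called (2257 higher, 1949 lower), 2268 of them with at least a 2-fold change, and 83.4% had groups that did not overlap (2.86% by chance, 25.4% of the genes tested). The median log2 fold change of all genes was -0.19, and -0.25 with RLE factors. Without library 2 of E10.5-induced ME at P28 the count was 2687. Dntt rose by 10.53 on the log2 scale (SE 1.05, edgeR adjusted p = 5.56e-06), H2-Q7 by 6.22 and H2-Q6 by 5.45. S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) fell from 3903 ± 3340 to 30.3 ± 17.2 CPM (SD, n = 4). S100a9 had a log2 fold change of -7.01 (SE 1.46, edgeR adjusted p = 0.00296). Lcn2 (-6.76, SE 1.33, adjusted p = 0.00196) and Igll1 (-6.59, SE 0.92, adjusted p = 9.65e-05) fell by edgeR.

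Whether the effect of E10.5-induced ME differed between P28 and P0 was tested as an interaction. It was called for 166 genes (108 positive, 58 negative), 142 of them with at least a 2-fold difference, and 3815 had an unadjusted p under 0.05. The count ranged from 11 without library 1 of E10.5-induced ME at P28 to 1653 without P0 WT library 4, and 13 of the 16 fits without 1 library moved by more than 1.5 times. Fitting only these groups gave 41 genes and DESeq2 782. The positive share of 65.1% was 43.0% with RLE factors and 11.0% with plain totals, under which the median of all genes was -0.13 and -0.24. Col18a1 (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548) had an interaction of 2.92 (SE 0.64, edgeR adjusted p = 0.036), with an ME effect of -2.01 at P0 and 0.91 at P28. Ehd3 (ENSMUSG00000024065, chromosome 17, 73804134 to 73832094) had an interaction of 2.88 (SE 0.49, edgeR adjusted p = 0.00841), from 0.10 at P0 to 2.98 at P28. Nup205 (ENSMUSG00000038759, chromosome 6, 35177421 to 35247596) had 2.02 (SE 0.46, edgeR adjusted p = 0.0414), from -0.35 to 1.67. Negative interactions were found for Mir99ahg (-3.17, SE 0.49, adjusted p = 0.0025), Ccl3 (-3.10, SE 0.62, adjusted p = 0.0247) and Kcnq1ot1 (-2.85, SE 0.42, adjusted p = 0.00155) by edgeR. Their ME effects were 0.03, 1.51 and -0.05 at P0. At P28 they were -3.14, -1.60 and -2.90. For Kmt2a the interaction was -1.30 (SE 0.24, edgeR adjusted p = 0.017), and the call was lost without library 1 or 2 of E10.5-induced ME at P28 (adjusted p up to 0.0671). Calls were also lost for Col18a1 in 10 of the 16 fits without 1 library, for Nup205 in 11 and for Ccl3 in 6, such as the fit without P0 WT library 3 for each, with edgeR adjusted p values up to 0.0965, 0.121 and 0.0772. With only these groups fitted, the edgeR adjusted p was 0.0657 for Col18a1, 0.0754 for Nup205, 0.0591 for Ccl3 and 0.0591 for Kmt2a, and the alternatives ran from 0.00146 to 0.0803, 0.00459 to 0.108, 9.77e-05 to 0.0591 and 3.19e-05 to 0.0591.

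In total 9 gene lists, written before the data were examined, were tested in the 9 comparisons, a family of 81 tests, and camera called 45 of them (19 higher, 26 lower). Of these 24 were also called by fry, the alternative that moved this number most. The MLL-fusion target list was higher in ME at P0, with a median log2 fold change of 0.63 (20 of 21 genes higher, camera adjusted p = 3.84e-14, fry adjusted p = 0.000178). Its mean log2 CPM was 5.12 ± 0.28 in P0 WT and 6.00 ± 0.36 in P0 ME (SD, n = 4), and 16 of its genes were called when adjusted over the list alone, against 6 over all genes tested. Hoxa10 (1.54, SE 0.22), Hoxa5 (2.19, SE 0.32), Mecom (1.62, SE 0.24) and Hoxa9 (1.03, SE 0.17) were among them, with edgeR adjusted p values over all genes of 0.000474, 0.000855, 0.000993 and 0.0026. At P28 the list median was 0.51 (18 of 21 genes higher, camera adjusted p = 0.000165, fry adjusted p = 0.0171) for E10.5-induced ME against WT, with 7 genes called when adjusted over the list alone and 5 over all genes. P0-induced ME against WT gave 0.47 (19 of 21 genes higher, camera adjusted p = 3.34e-05, fry adjusted p = 0.0284), with Mecom called both when adjusted over the list alone and over all genes. In the RLT Vav Txp group against WT the median was -0.28 (8 of 21 genes higher, camera adjusted p = 0.0438, fry adjusted p = 0.193), a call lost in 6 of the 8 fits without 1 library and -0.15 without library 4 of that group, and against E10.5-induced ME it was -0.92 (4 of 21 genes higher, camera adjusted p = 5.4e-06, fry adjusted p = 0.000635). The interaction was -0.32 (4 of 21 genes higher, camera adjusted p = 0.0172, fry adjusted p = 0.222), lost without P0 WT library 4 (median -0.28) or P0 ME library 1 (-0.25) and -0.52 without P0 ME library 2. WT at P28 against P0 gave 0.39 (15 of 21 genes higher, camera adjusted p = 0.0015, fry adjusted p = 0.0352), and 0.59 without P0 WT library 1.

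The proliferation list was higher in E10.5-induced ME than in WT at P28, with a median of 0.85 (18 of 20 genes higher, camera adjusted p = 1.17e-09, fry adjusted p = 0.000863), and 15 genes were called when adjusted over the list alone against 14 over all genes. P0-induced against E10.5-induced ME gave -0.61 (0 of 20 genes higher, camera adjusted p = 4.39e-23, fry adjusted p = 0.00543), with 14 genes called when adjusted over the list alone and 0 over all genes. The mean log2 CPM of the list was 6.88 ± 0.15 in P28 WT, 7.65 ± 0.19 in E10.5-induced ME and 7.04 ± 0.28 in P0-induced ME (SD, n = 4). At P0, ME against WT gave -0.19 (5 of 20 genes higher, camera adjusted p = 0.0146, fry adjusted p = 0.381), a call lost without P0 WT library 2 (median -0.10) or P0 ME library 1 (-0.19), and -0.34 without P0 ME library 3. The interaction was 1.14 (20 of 20 genes higher, camera adjusted p = 3.11e-13, fry adjusted p = 0.00226), with 16 genes called when adjusted over the list alone and 4 over all genes. The list was also lower in the RLT Vav Txp group than in E10.5-induced ME, at -0.71 (4 of 20 genes higher, camera adjusted p = 1.04e-05, fry adjusted p = 0.0069). For P28 against P0 it was -0.36 (1 of 20 genes higher, camera adjusted p = 0.000242, fry adjusted p = 0.0591) in WT and 0.58 (15 of 20 genes higher, camera adjusted p = 6.99e-05, fry adjusted p = 0.0133) in ME.

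The fetal stem cell list was lower at P28 than at P0, with a median of -3.24 (1 of 11 genes higher, camera adjusted p = 3.07e-14, fry adjusted p = 4.17e-10) in WT and -3.24 (1 of 11 genes higher, camera adjusted p = 5.33e-11, fry adjusted p = 4.17e-10) in ME. At P28 it was lower in the RLT Vav Txp group than in WT, at -1.22 (3 of 11 genes higher, camera adjusted p = 6.95e-06, fry adjusted p = 6.76e-06), with Igf2bp3 (-3.51, SE 0.33), Dlk1 (-3.21, SE 0.35), Igf2bp2 (-1.52, SE 0.35) and H19 (-5.45, SE 1.29) among the 5 genes called both when adjusted over the list alone and over all genes. Against E10.5-induced ME the same group gave -1.09 (3 of 11 genes higher, camera adjusted p = 0.000113, fry adjusted p = 1.32e-06), or -2.51 without its library 3. P0-induced against E10.5-induced ME gave -0.90 (3 of 11 genes higher, camera adjusted p = 0.000583, fry adjusted p = 0.0352). Its mean log2 CPM was 4.17 ± 0.25 in P0 WT, 1.07 ± 0.48 in P28 WT and -0.41 ± 0.60 in the RLT Vav Txp group (SD, n = 4). The type I interferon list was 0.51 (22 of 25 genes higher, camera adjusted p = 3.34e-05, fry adjusted p = 0.0845) in ME against WT at P0, 0.30 without P0 ME library 1. It was 0.50 (22 of 25 genes higher, camera adjusted p = 0.00355, fry adjusted p = 0.161) in E10.5-induced ME at P28, 0.28 without library 3 of that group, and 0.16 (18 of 25 genes higher, camera adjusted p = 0.04, fry adjusted p = 0.434) in P0-induced ME. That last call was lost without P28 WT library 1 (0.15), P28 WT library 4 (0.07) or library 3 of P0-induced ME (0.13), and the median was 0.32 without P28 WT library 3. The same call was also lost in each of the 7 alternatives other than leaving out libraries. Its adjusted p by camera or fry ran from 0.0515 to 0.434 there. The type I interferon list was lower in the RLT Vav Txp group, at -0.75 (4 of 25 genes higher, camera adjusted p = 1.61e-07, fry adjusted p = 0.0284) against WT and -1.10 (3 of 25 genes higher, camera adjusted p = 9.24e-11, fry adjusted p = 0.000641) against E10.5-induced ME.

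**Figure D3:**
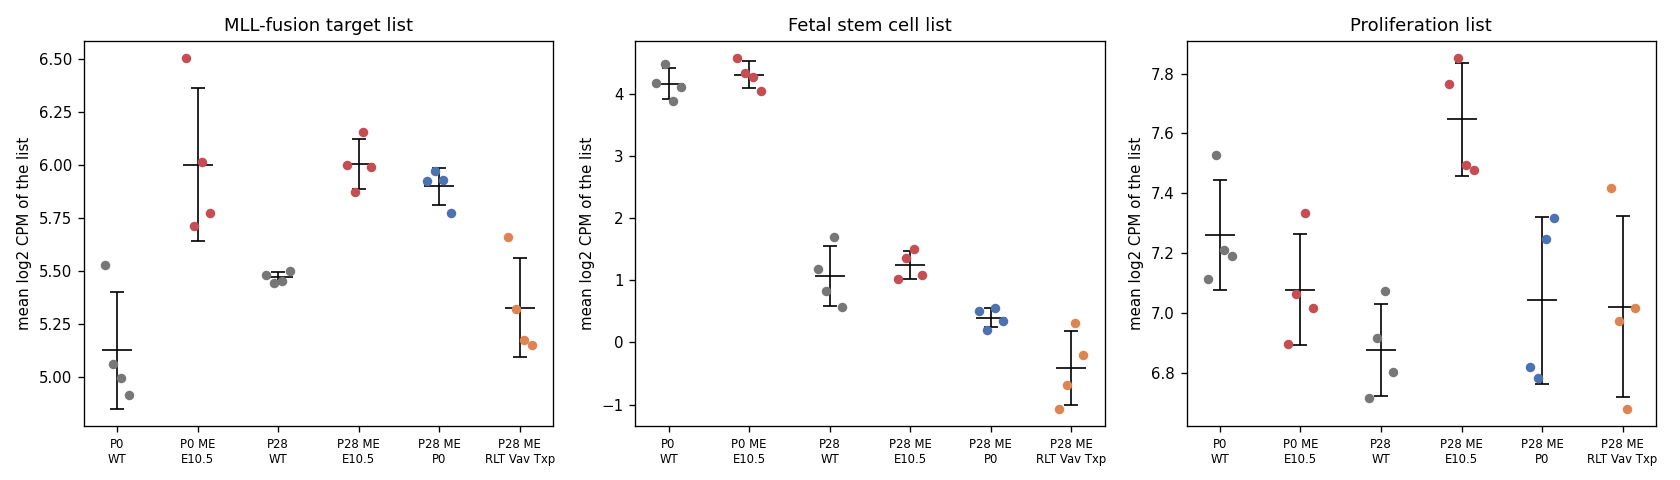
Mean log2 CPM of the MLL-fusion target, fetal stem cell and proliferation lists by group, with points for libraries, a bar for the mean and whiskers for the SD (n = 4). The fetal stem cell list averaged 4.17 in P0 WT and 1.07 in P28 WT, and the proliferation list averaged 7.65 in E10.5-induced ME at P28 against 6.88 in P28 WT.

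The remaining lists held markers of stem cells and of blood or liver cells. The stem cell list was -0.50 (1 of 12 genes higher, camera adjusted p = 0.00403, fry adjusted p = 0.0571) in ME at P0, lost without P0 WT library 1 (-0.42), and -0.10 (4 of 12 genes higher, camera adjusted p = 0.0338, fry adjusted p = 0.0611) in E10.5-induced ME at P28, a call lost without P28 WT library 3 (-0.08), P28 WT library 4 (-0.05) or ME library 4 (-0.04) and -0.27 without P28 WT library 2. It was higher in P0-induced than in E10.5-induced ME, at 0.34 (8 of 12 genes higher, camera adjusted p = 0.000446, fry adjusted p = 0.144), and in the RLT Vav Txp group than in E10.5-induced ME, at 0.73 (8 of 12 genes higher, camera adjusted p = 0.0439, fry adjusted p = 0.0584). The latter call was lost without library 4 of E10.5-induced ME (0.66) or library 2 (0.64) or 3 (0.67) of the RLT Vav Txp group, and when only these groups were fitted (0.79, camera adjusted p = 0.0998). Over the settings other than leaving out libraries its adjusted p by camera or fry ran from 0.0116 to 0.0998. The lymphoid list was 0.63 (12 of 14 genes higher, camera adjusted p = 0.00771, fry adjusted p = 0.0743) in ME at P0, lost without P0 WT library 1 (0.43) or P0 ME library 4 (0.52), and at P28 against P0 it was -2.61 (2 of 14 genes higher, camera adjusted p = 0.000757, fry adjusted p = 0.0259) in WT and -2.88 (3 of 14 genes higher, camera adjusted p = 3.35e-05, fry adjusted p = 0.000641) in ME. The myeloid list was higher in the RLT Vav Txp group than in P28 WT, at 2.40 (13 of 16 genes higher, camera adjusted p = 0.000682, fry adjusted p = 0.0611), and lower at P28 than at P0 in WT, at -2.67 (3 of 16 genes higher, camera adjusted p = 0.000242, fry adjusted p = 0.0357). The erythroid list was 2.39 (12 of 13 genes higher, camera adjusted p = 4.48e-05, fry adjusted p = 0.105) in the RLT Vav Txp group against WT and -4.00 (1 of 13 genes higher, camera adjusted p = 1.06e-06, fry adjusted p = 0.03) in WT at P28 against P0, where the alpha and the beta globin genes are near-identical copies whose reads could not be set apart. The hepatocyte list was lower at P28 than at P0, at -5.83 (0 of 12 genes higher, camera adjusted p = 3.84e-14, fry adjusted p = 5.5e-06) in WT and -9.0 (0 of 12 genes higher, camera adjusted p = 9.93e-13, fry adjusted p = 1.32e-06) in ME. With the genes at or under 3 counts set to their bound, the medians were -5.58 and -6.23. P0-induced against E10.5-induced ME gave 1.79 (11 of 12 genes higher, camera adjusted p = 0.0407, fry adjusted p = 0.593) for the hepatocyte list, with a median of 0.45 at the bound and -0.03 without library 1 of P0-induced ME, and the call was also lost without library 2 of E10.5-induced ME (1.60). A list of 20 macrophage genes, added after the named genes had been seen, was higher in the RLT Vav Txp group than in P28 WT, with a median of 4.25 (20 of 20 genes higher, 18 called, camera adjusted p = 8.96e-25 and fry adjusted p = 0.000163 over 8 comparisons). Mitochondrial transcripts took 1.77 ± 0.375% of counts in P28 WT, 0.423 ± 0.0666% in E10.5-induced ME and 0.567 ± 0.0574% in P0-induced ME (SD, n = 4). The two-sided exact permutation p was 0.0286 for each of these ME groups against WT (adjusted p = 0.0572 over 6 comparisons), the smallest that 4 against 4 libraries can give. For the RLT Vav Txp group against WT the exact permutation p was 0.0571 (adjusted p = 0.0685).

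**Figure D4:**
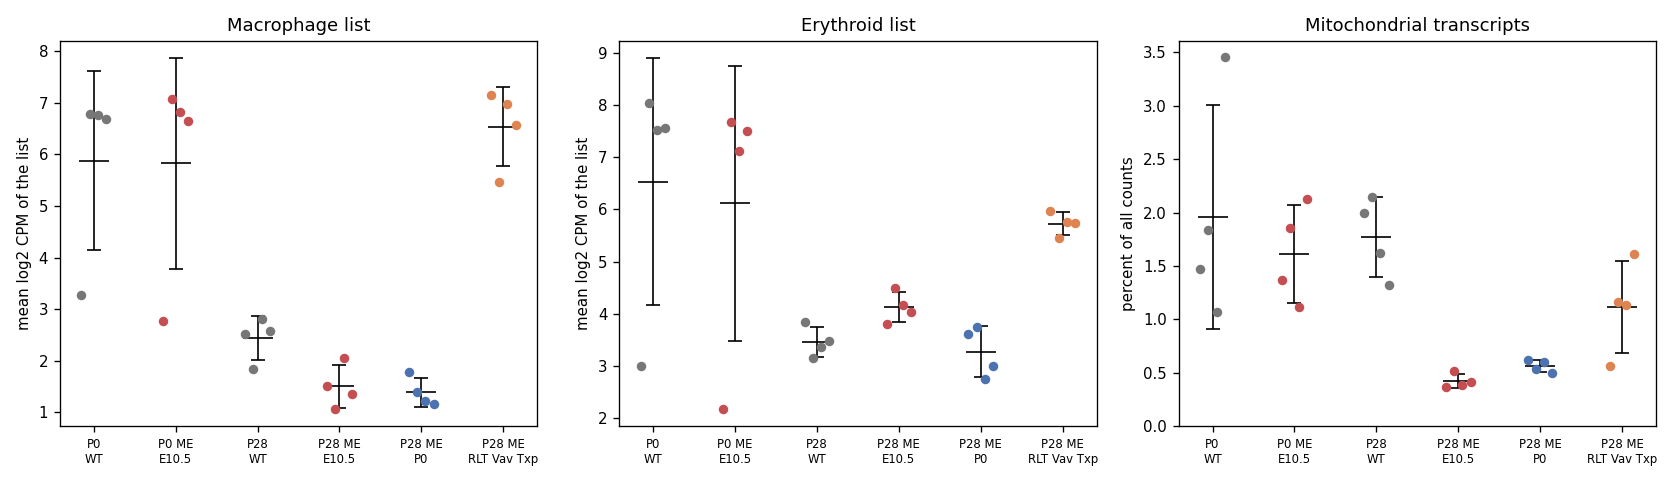
Mean log2 CPM of the macrophage and erythroid lists and percent of counts on mitochondrial genes by group, with points for libraries, a bar for the mean and whiskers for the SD (n = 4). The macrophage list averaged 6.54 in the RLT Vav Txp group and 2.44 in P28 WT, and in each P0 group library 1 lay below the others for this list.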

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

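The tests of RNA from other blood cells, of a mislabelled library and of GC content on the interaction were chosen only after the results were seen, while the counts of splits were chosen before.

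Among 195 sets of 4 libraries, 17 had a highest or lowest library far from the other 3, where chance gives 1 in 20, or 9.8. Of these, 8 concerned the library numbered 1 of a P0 group. In P0 WT library 1 the mean log2 CPM was 4.44 for the myeloid list (next lowest 7.46), 1.81 for the lymphoid list (4.52) and 3.00 for the erythroid list (7.53), and Cpa3 was at 2545 CPM (next highest 393.8). In P0 ME library 1 it was 4.59 for the myeloid list (next lowest 8.05) and 2.18 for the erythroid list (7.12), and H2-Q7 was at 6.23 CPM (next highest 2.12) and H2-Q6 at 13.0 CPM (3.11). The fetal stem cell list stood at 4.17 and 4.58 in these libraries, above the 1.70 of the highest P28 library, which argues against a mislabelled P28 library. The macrophage list stood at 2.78 and 3.27 there and at 6.64 to 7.07 in the other 6 P0 libraries, a difference of means of 3.77. RNA from other blood cells in the P0 libraries numbered 2 to 4 may therefore be a candidate explanation, and it was found and tested on the same data. With a term for the libraries numbered 1, 146 of the 148 P0 genes were called again, but each P0 group holds 1 such library, so the term is balanced against ME and says nothing on the source of these calls. Among the libraries numbered 2 to 4 the myeloid list stood at 8.05 to 8.49 in P0 ME and 7.46 to 7.68 in P0 WT. In these libraries the MLL-fusion target list parted as well, at 5.71 to 6.02 in ME and 4.91 to 5.06 in WT. So did the stem cell list, which was lower in ME, at 4.83 to 5.21 against 5.22 to 5.79. The other lists of blood cells did not part in this way. The macrophage list stood at 6.64 to 7.07 in ME and 6.69 to 6.78 in WT, the lymphoid list at 4.77 to 5.21 and 4.52 to 4.81, and the erythroid list at 7.12 to 7.67 and 7.53 to 8.04. The levels of the blood cell lists show no common rise of blood cell RNA in ME. Of the 148 P0 calls 64 were lower in ME. Added RNA of a single type, such as myeloid cells, raises its own genes and can lower the share of others. The falls alone therefore do not speak against it. In E10.5-induced ME at P28, 54 of these 64 were lower again. The myeloid list was not called there (median 0.165, camera adjusted p = 0.547). This recurrence argues against added myeloid RNA as the only source of these 54 falls, and other types of added RNA stay open. For the 84 rises at P0, such RNA and ME cannot be told apart as sources. The labels give no batch, so a difference in preparation stays open, and no biological explanation was tested for single libraries.

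The other 9 were spread over 3 groups. P28 WT library 4 had 26453 detected genes (next highest 23749), P28 WT library 2 had Kmt2c at 24.4 CPM (next lowest 33.2), and P28 WT library 3 had Igf2bp3 at 12.4 CPM (next highest 7.70) and Cpa3 at 2.54 CPM (next lowest 11.5). In P0-induced ME, library 1 had a hepatocyte list level of -0.054 (next highest -2.29) and library 3 had Kmt2a at 107.5 CPM (next highest 95.5). In the RLT Vav Txp group, library 1 had a lymphoid list level of 3.77 (next highest 3.15), Mllt1 at 97.2 CPM (next highest 59.2) and Slc18a1 at 5.05 CPM (next highest 0.771). Their number is near the 9.8 that chance gives over all sets, and no technical or biological explanation was tested for them.

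The ME effect differed between P28 and P0 by the edgeR interaction test for 166 genes, and 1 of 100 splits, the real one, gave as many. The named genes were Col18a1 (2.92), Ehd3 (2.88), Nup205 (2.02), Mir99ahg (-3.17), Ccl3 (-3.10) and Kcnq1ot1 (-2.85), and the check gene Kmt2a gave -1.30. The proliferation list (1.14) gave a camera p as small in 1 of 100 splits. The MLL-fusion target list (-0.32) was called as well, but 28 of 100 splits gave a camera p as small and 34 of 100 a median as large. Adjusted over the 9 lists of this comparison, as many lists were called in 71 of 100 splits, so the number of lists is no evidence of a difference. With GC and length offsets 91% of the 166 genes were called again with the same sign, which argues against a trend with GC content or length as the whole cause. Age and tissue cannot be told apart here, since liver was sampled only at P0, and both stay open and untested as biological explanations. So does the share of other blood cells, which differed between the P0 libraries by 3.77 on the macrophage list.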

How the results depend on the processing

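The GC and length offsets, plain library totals and the term for the P0 libraries numbered 1 were chosen after seeing the data. The cause was not tested for any change below unless it is stated.

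Removing the sex markers Xist, Ddx3y, Eif2s3y, Kdm5d and Uty left all 9 counts within 1.5 times and all 63 results for named and check genes on their side of the threshold. This takes out only the markers and does not adjust for the sex of the animals, so it cannot exclude an effect of sex on other genes. The DESeq2 Wald test called 802 genes for ME at P0, 1872 for P0-induced ME and 1644 for the RLT Vav Txp group against WT at P28, 92 for P0-induced against E10.5-induced ME, 2759 for WT at P28 against P0 and 782 for the interaction. Limma quality weights gave 18 genes at P0, 6505, 5014 and 1453 for E10.5-induced, P0-induced and RLT Vav Txp ME against WT at P28, 2333 between the induction times, 8112 for the RLT Vav Txp group against E10.5-induced ME and 650 for the interaction. Fitting only the groups compared gave 5 genes at P0, 6296 and 5196 for E10.5-induced and P0-induced ME against WT at P28, 1147 between the induction times, 481 for WT by age and 41 for the interaction. In simulated draws with the spread of each group, the pooled fit called 161.6 and the fit of only the groups compared 195.2 of 200 genes changed between the induction times. Without a filter on low counts 1767, 206 and 65 genes were called for E10.5-induced ME at P28, P0-induced ME and the interaction, and with at least 10 counts in at least 12 libraries 601 for P0-induced ME. The interaction gave 86 genes with RLE factors, 299 with GC and length offsets and 73 with plain totals. The term for the P0 libraries numbered 1 gave 260 genes at P0, 1194 for P0-induced ME, 17 between the induction times, 2994 for WT by age and 341 for the interaction.

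The replicate block was tried on the 20 numbered libraries, where correlations of same-numbered libraries ran from -0.129 to 0.324 with 2 of 40 over 0.1. Both lay between P0 WT and P0 ME, at 0.324 for the libraries numbered 1 and 0.133 for those numbered 4. Those numbered 2 and 3 gave 0.0293 and 0.0251. The numbers thus do not pair samples across all groups, and a pairing of some P0 libraries stays open. Without the block the 20 numbered libraries gave 802 genes for P0-induced ME and 364 for the interaction. With it they gave 946 and 331, and an overlap of 89.1%. The overlap was 88.9% at an adjusted p under 0.01. Fry called 24 of the 45 lists called by camera. With camera, 43 of the 45 kept their call and direction with RLE factors and 43 with GC and length offsets. The number was 42 with plain totals, 42 with at least 10 counts in at least 12 libraries and 38 with only the groups compared.

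Mllt1 at P0 was -0.03 and changed sign to 0.007 with limma quality weights, 0.008 with the replicate block, 0.048 with offsets and 0.012 with plain totals. It ran from -0.35 (without P0 WT library 4) to 0.22 (without P0 WT library 3). The hepatocyte list between the induction times ran from -0.033 (without library 1 of P0-induced ME) to 2.58 (without library 3 of E10.5-induced ME).

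Leaving out 1 library also lowers the number of replicates. The counts then ran from 104 (P0 ME 3) to 575 (P0 WT 1) at P0, from 893 (P28 WT 2) to 2723 (P28 WT 4) for E10.5-induced ME at P28, from 7 (P0-induced 3) to 649 (P28 WT 4) for P0-induced ME, and from 4 (P0-induced 4) to 15 (E10.5-induced 4) between the induction times. They ran from 2061 (RLT Vav Txp 4) to 5212 (RLT Vav Txp 1) for that group against E10.5-induced ME, from 1137 (P28 WT 1) to 2473 (P0 WT 1) for WT by age, from 2687 (E10.5-induced 2 at P28) to 4735 (P0 ME 1) for ME by age, and from 11 (E10.5-induced 1 at P28) to 1653 (P0 WT 4) for the interaction. The number of lists called ran from 39 (P0 WT 4) to 47 (P0 ME 1), the overlap from 85.7% (P0-induced 3) to 95.0% (E10.5-induced 1), and r from 0.693 (E10.5-induced 3) to 0.809 (P28 WT 4).

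Of the 63 results for named genes and check genes in single comparisons, 62 kept their direction and side of the threshold with DESeq2, 61 with RLE factors, 56 with plain totals, 54 without a filter, 51 with limma quality weights and 50 with only the groups compared. Across the fits without 1 library, 481 gene results kept theirs, 77 fell short of the threshold and 2 changed sign. Depth limited the hepatocyte list, whose median for ME by age was -9.0 as fitted and -6.23 with the genes at or under 3 counts set to their bound.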

Other observations

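The counts of splits, and the test with GC and length offsets of the P28 score of the genes called at P0, were chosen before those results were seen, though the offsets themselves were added after seeing the data. Every other test here was chosen only after the result was seen, and so was the rule by which the offset scores are read.

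Other splits of the same libraries tested the counts. For ME at P0, 4 of 35 splits gave as many genes. The other 3 gave 2481, 1179 and 554, and each put the 2 libraries numbered 1 on the same side. With a term for those libraries 7 of 35 splits gave as many. The number of P0 calls was thus matched by groupings that mixed ME and WT libraries. In the other 7 comparisons of 2 groups, 1 of 35 splits, the real one, gave as many genes. For the splits, lists were adjusted over the 9 lists of a single comparison in place of the 81 tests. This left 1 list called for P0-induced ME against WT. As many lists were called in 13 of 35 splits at P0. Against WT at P28 the number was 5 for E10.5-induced ME, 30 for P0-induced ME and 7 for the RLT Vav Txp group. It was 3 between the induction times and 4 for the RLT Vav Txp group against E10.5-induced ME. By age it was 5 for WT and 10 for ME. For the overlap of the induction times 1 of 100 splits gave as many shared calls, and 2 of 100 gave an r as high. These splits mix WT and ME libraries, so they do not keep the wider spread of the P28 WT controls. The other splits gave 0 calls for the comparison standing in for E10.5 induction, so they give no value to set beside the share of 93.1%.

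For the MLL-fusion target list, a camera p as small was given by 1 of 35 splits at P0, 3 for E10.5-induced ME and 2 for P0-induced ME at P28, and a median as large by 3, 1 and 1. For the proliferation list, a camera p as small was given by 3 splits between the induction times and 4 for E10.5-induced ME, and a median as large by 1 and 1. For the type I interferon list, the camera p was matched by 2 splits in the RLT Vav Txp group, 6 at P0, 15 for E10.5-induced ME and 16 for P0-induced ME at P28, and the median by 1, 6, 2 and 12. The fetal stem cell list in the RLT Vav Txp group was matched by 2 splits on the camera p and 2 on the median. For the stem cell list, 3 splits between the induction times and 10 for the RLT Vav Txp group against E10.5-induced ME matched the camera p, and 1 and 1 the median. Of the 45 lists called, 10 had under 5% of splits with a camera p as small, 25 by the median and 9 by both. The share of 2 in 35 is over 5%.

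The 84 genes called higher and 64 called lower in ME at P0 were followed at P28, as the median log2 fold change of the former minus that of the latter. The score was 0.93 in E10.5-induced ME (1 of 35 splits as high, 0.84 to 1.02 without 1 library) and 0.53 in P0-induced ME (1 of 35, 0.50 to 0.57). With GC and length offsets it was 0.84 and 0.52, which argues against these trends as the whole cause. In E10.5-induced ME the camera adjusted p was 9.18e-09 for the genes higher and 1.56e-11 for those lower at P0. A response to ME shared with P0 is a candidate explanation for these 2 groups, found and tested on the same data, and the P0 calls themselves were matched by other splits. In the RLT Vav Txp group the score was 0.22 (2 of 35 splits as high, 0.14 to 0.26 without 1 library). With offsets it was 0.19, inside that range, which argues against GC content and length as the whole cause there too. The camera adjusted p was 0.337 for the genes higher and 0.0215 for those lower at P0, which leaves a shared response open in that group.

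With GC and length offsets, 71.6% of the genes called in E10.5-induced ME and 76.8% of those called in P0-induced ME at P28 were called again with the same sign. The proliferation list between the induction times had a median of -0.56. On simulated data with such trends, the offsets lowered the unchanged genes called from 1427 to 10. These values argue against GC content and transcript length as the whole cause.

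The 24 mitochondrial genes had a median of -1.83 in E10.5-induced and -1.76 in P0-induced ME against WT at P28. With offsets the former was -1.07, so a trend with GC content or length could account for a part and not for the whole. At P0 the median was -0.31 (exact permutation p = 0.686), which leaves a response to ME shared with P0 open. In mitochondrial share the 8 libraries of these 2 ME groups (8 of 8) lay below every P28 WT library. In the RLT Vav Txp group, which is ME as well, libraries 1 to 3 (0.56%, 1.16% and 1.14%) lay below the lowest P28 WT library (1.32%) and library 4 (1.61%) did not. Its median was -0.46 (20 of 24 genes lower, 0 called, exact permutation p = 0.0571), so a smaller drop there stays open. As the labels give no batch, a difference between library batches and an effect of ME in the former 2 groups cannot be told apart.

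Kmt2a was 1.53 at P0 with offsets, which argues against GC content and length as the whole cause there. In P0-induced ME at P28 it was 0.87 with offsets (edgeR adjusted p = 0.0394) in place of 1.23. A trend with GC content or length could thus account for a part of that rise. Kmt2b, Kmt2c, Kmt2d and Kmt2e had a median of 0.42 at P0, under the 1.74 of Kmt2a, which argues against a rise of that size shared by the KMT2 family. Reads from the human transgene counted to Kmt2a may be a candidate explanation. The RLT Vav Txp group gave 0.13, but its transgene level was not analysed here, so these reads and a rise of the mouse gene cannot be told apart.

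The 16 members of the macrophage list that were not named genes had a median of 3.96 in the RLT Vav Txp group against P28 WT, with 16 higher and 14 called. The list as a whole had 4.23 with offsets, which argues against GC content and length. It rose by 3.34 more than the lymphoid list, where the difference between the lists had an SD of 0.646 and 0.663 in the 2 groups (n = 4), which argues against a lower share of the sorted cells alone. Among abundant members, Apoe averaged 2315 ± 887 against 132 ± 28 CPM, Ctss 459 ± 249 against 95.5 ± 11.5 CPM and C1qb 431 ± 209 against 8.42 ± 0.963 CPM (SD, n = 4). In P28 WT, 18 of the 20 genes were over 1 CPM and 8 over 10 CPM, and 1 is in another list. RNA or cells of macrophages in the sorted samples may be a candidate explanation, found and tested on the same data, and a difference tied to what the RLT Vav Txp label stands for stays open and untested.

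In 5 simulated draws with the spread of each group and no ME effect at P0, the pooled fit called a mean of 37 of 22859 unchanged genes there, and a fit of the P0 groups alone called 0.4. With 200 genes changed between P0-induced and E10.5-induced ME, the pooled fit called 161.6 and the fit of these groups 195.2, with 0 and 9.6 unchanged genes.

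Sex-linked transcripts were read per library. P0 WT library 1 had both Xist (19.2 CPM) and Ddx3y (70.5 CPM), and RLT Vav Txp library 4 had Xist at 3.42 CPM and Ddx3y at 54.0 CPM. Ddx3y was at 88.1 to 90.4 CPM in the 4 libraries of P0-induced ME. Xist averaged 34.0 ± 23.9 CPM in the RLT Vav Txp group, 17.3 ± 32.8 in P28 WT and 3.80 ± 7.44 in E10.5-induced ME at P28. In the same order Ddx3y averaged 13.8 ± 26.8, 53.7 ± 35.5 and 63.5 ± 43.2 CPM (SD, n = 4). The P28 groups thus differed in sex-linked transcripts, and no comparison was adjusted for sex.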
